# Gut Microbiota Dysbiosis Is Associated with Elevated Bile Acids in Parkinson’s Disease

**DOI:** 10.3390/metabo11010029

**Published:** 2021-01-04

**Authors:** Peipei Li, Bryan A. Killinger, Elizabeth Ensink, Ian Beddows, Ali Yilmaz, Noah Lubben, Jared Lamp, Meghan Schilthuis, Irving E. Vega, Randy Woltjer, J. Andrew Pospisilik, Patrik Brundin, Lena Brundin, Stewart F. Graham, Viviane Labrie

**Keywords:** Parkinson’s disease, microbiome, bile acids, appendix, gut

## Abstract

The gut microbiome can impact brain health and is altered in Parkinson’s disease (PD). The vermiform appendix is a lymphoid tissue in the cecum implicated in the storage and regulation of the gut microbiota. We sought to determine whether the appendix microbiome is altered in PD and to analyze the biological consequences of the microbial alterations. We investigated the changes in the functional microbiota in the appendix of PD patients relative to controls (*n* = 12 PD, 16 C) by metatranscriptomic analysis. We found microbial dysbiosis affecting lipid metabolism, including an upregulation of bacteria responsible for secondary bile acid synthesis. We then quantitatively measure changes in bile acid abundance in PD relative to the controls in the appendix (*n* = 15 PD, 12 C) and ileum (*n* = 20 PD, 20 C). Bile acid analysis in the PD appendix reveals an increase in hydrophobic and secondary bile acids, deoxycholic acid (DCA) and lithocholic acid (LCA). Further proteomic and transcriptomic analysis in the appendix and ileum corroborated these findings, highlighting changes in the PD gut that are consistent with a disruption in bile acid control, including alterations in mediators of cholesterol homeostasis and lipid metabolism. Microbially derived toxic bile acids are heightened in PD, which suggests biliary abnormalities may play a role in PD pathogenesis.

## 1. Introduction

Parkinson’s disease (PD) is the second most common neurodegenerative disease, affecting about 1% of the population over 60 years of age [1]. PD is clinically characterized by motor and non-motor symptoms. Some non-motor features of PD begin many years before the onset of motor symptoms; one of the first symptoms is constipation, pointing toward an early involvement of the gastrointestinal (GI) tract [2]. Aggregated α-synuclein (α-syn), a pathological hallmark of PD, is apparent in the GI tract of prodromal PD patients [3,4]. α-syn aggregates in the gut of experimental animal models and has been reported to propagate to the brain and induce nigral neurodegeneration and PD-like motor and non-motor dysfunctions [5,6]. Recently, the appendix has been implicated as one GI tract location that could contribute to PD pathogenesis [7]. The appendix contains an abundance of aggregated α-syn, particularly in enteric nerves, with PD patients having higher amounts of these aggregates [7]. The removal of the appendix was associated with a decreased risk for PD in some, but not all, epidemiological studies [7,8,9]. This suggests that the appendix may be an important tissue to study to advance our understanding of some of the earliest events in this disease.

The appendix is an immunological organ that also acts as a storehouse for the gut microbiota [10,11]. The gut microbiota and their metabolites are increasingly being recognized as crucial for brain health [12]. Numerous studies report microbiota changes in the stool of PD patients as compared to healthy controls [13,14,15,16]. The appendix contains rich microbial flora, which differ from that of the rectum and stool [17,18]. Importantly, the appendix has an anatomically shielded microbiome and can modulate and repopulate the microbiome in the rest of the large intestine [19,20]. Consequently, changes in the appendix microbiome may have a widespread effect on the microbiota of the intestine, which may be reflected in changes in stool microbiota. Furthermore, inflammation in the periphery and the brain has been proposed to have a central role in PD, and the microbiome and the host immune system have a bidirectional effectual relationship [12,21,22]. Microbiota can modify inflammatory responses and immunity in the gut, and the lymphoid tissue of the appendix is particularly relevant since it is especially rich in lymphocytes compared to the rest of the GI tract [11]; microbial metabolites have direct access to the immune cells within the lymphoid follicles of the appendix [23,24,25]. Thus, the dysregulation of the appendix microbiota may be involved in PD, but this has yet to be examined.

One important function of the gut microbiota is their involvement in the biotransformation of bile acids. Bile acids aid in the absorption of dietary lipids and affect glucose homeostasis, inflammation, gastrointestinal functions, as well as blood–brain barrier integrity and signaling in the brain [26,27,28]. In the liver, primary bile acids are synthesized from cholesterol. After being released from the gall bladder, most primary bile acids are reabsorbed in the ileum for transport back to liver [26]. The remaining primary bile acids that enter the large intestine are converted by the microbiota (largely by those in *Clostridium* clusters *XIVa* and *XI*) into secondary bile acids—deoxycholic acid (DCA), lithocholic acid (LCA), and ursodeoxycholic acid (UDCA) [26]. Lithocholic acid and DCA are hydrophobic bile acids that are cytotoxic at elevated physiological concentrations [29,30]. Increases in LCA and DCA have been implicated in intestinal inflammation, liver injury, cholestasis, and gallstone formation [29,31,32,33]. Whether there are hydrophobic bile acid changes that impact PD risk is unknown.

To test our hypothesis that the appendix will show microbiota changes in PD, with an impact on the associated transcription and protein homeostasis in the gut, we performed a multi-omic analysis of the appendix microbiome in PD patients and controls. We performed a multi-omic analysis of the appendix microbiome, including metabolomics, proteomics, and transcriptomics in PD patients and controls.

## 2. Results

### 2.1. Microbiota Changes in PD Appendix

Here, we performed a comprehensive microbiome analysis in the appendix tissue of PD and controls (*n* = 12 and 16 respectively; Supplementary File 1) using metatranscriptomic sequencing, which profiles the functionally active microbiota. We had on average 14,288,947 ± 5,008,507 reads per sample, and found transcripts for 65 genera, 37 families, 20 orders, 15 classes, and 9 phyla. We did not find changes in the richness of microbiota communities between PD and controls at any taxonomic level (alpha diversity; Figure S1). The appendix of PD and controls also had a similar overall microbial community composition (beta-diversity; Figure S1). The most abundant bacteria in the appendix overall were *Lachnospiraceae*, *Ruminococcaceae*, *Porphyromonadaceae*, *Enterobacteriaceae*, and *Bacteroidaceae*, together accounting for 68.6% of the relative family abundance (Figure S1). We also compared the appendix microbial community identified to that found in surgically isolated, healthy appendix tissues from a previous study and found significant correlation (order level: R = 0.91, *p* < 10^−14^; family level: R = 0.26, *p* < 0.05; Pearson’s correlation).

In an analysis examining the abundance of microbial taxa, differences between the appendix microbiota of PD and controls were observed at all taxonomic levels (*q* < 0.05; Figure 1a; Supplementary File 2). The most significant change in the PD appendix microbiota relative to controls was in the order of *Clostridiales*, particularly an increase in *Peptostreptococcaceae* and *Lachnospiraceae*. The appendix of PD patients also had a prominent increase in *Burkholderiales* and decrease in *Methanobacteriales*. Furthermore, the PD appendix had decreases in genera *Odoribacter*, *Clostridium*, *unclassified Sutterellaceae*, and *Escherichia*.

### 2.2. Proteomic Changes in the PD Gut

Then, we examined the major microbial metabolic pathways altered in the PD appendix. We report that the most significant microbial pathway change was a loss of fatty acid metabolism and the dysregulation of the lipid metabolism (*q* < 0.1; Figure 1b; Supplementary File 2). Considering the prominent disruption of the lipid metabolic pathways in the microbiome of PD patients, we analyzed the human proteome in the appendix tissue of PD and controls. Pathway analysis of the proteomic data highlighted a reduction in proteins affecting lipid metabolism (*q* < 0.05; Figure 2a; Supplementary File 3). There was also a dysregulation of pathways involved in protein localization, antigen presentation, glycolysis, and immune activity in the PD appendix (Figure 2a). Overall, the proteomic changes affecting lipid homeostasis in the PD appendix corroborate the microbial pathway alterations affecting lipids in patients.

In addition, we profiled the proteome of the ileum of PD patients and compared it to that of controls with the aim of identifying significantly altered metabolic pathways. We found that the PD ileum had a decrease in lipid metabolism, as observed in the PD appendix (*q* < 0.05; Figure 2b). In the PD ileum, there was also a dysregulation of antigen processing and presentation, immune activation, glycolysis, and actin filament organization (*q* < 0.05; Figure 2b). We then determined the proteins most consistently altered in the PD ileum and appendix [34]. We found that both the PD ileum and appendix had a strong decrease in fatty acid binding protein 6 (FABP6), the intracellular bile acid transporter involved in returning bile acids to enterohepatic circulation (Figure 2c).

### 2.3. Microbiota-Driven Bile Acid Changes in the Gut of PD Patients

In addition to identifying perturbations in the lipid metabolism in the PD appendix, we also report changes in microbiota responsible for generating hydrophobic secondary bile acids (*Clostridium* cluster *XI* and *Burkholderiales*). Consequently, we measured the bile acid levels in the PD appendix. We accurately quantified 15 bile acids in PD and healthy controls (*n* = 15 and 12, respectively) (Figure 3a; Supplementary File 4) and found an 18.7-fold increase in LCA and a 5.6-fold increase in DCA in the PD appendix relative to the controls (*p* < 0.05; Figure 3; Supplementary File 4). We did not observe any changes in primary bile acids or total bile acid levels in the PD appendix, but elevated concentrations of secondary bile acids produced by the microbiota (*p* < 0.05). In addition, we measured the concentrations of bile acids in the ileum of PD patients (*n* = 20 PD and 20 controls) and once again report no changes in the primary bile acid concentrations but do show a significantly marked increase in LCA in the PD ileum as compared to the controls (3.6-fold; Figure 3; Supplementary File 4).

### 2.4. Bile-Associated Transcriptomic Changes in the PD Gut

Since we found an abundance of microbiota-derived bile acids in PD, we investigated whether PD patients had a differential expression of genes important for bile acid biosynthesis, signaling, and transport. In the ileum of PD and controls, we examined the transcript levels of nuclear receptors that regulate bile acid and cholesterol homeostasis (*FXR* and *LXR*), bile acid-sensing receptor (*TGR5*), transporters for bile reabsorption (*ASBT*, *OSTα/OSTβ*, *FABP6*), and transporters for cholesterol reabsorption and efflux (*NPC1L1* and *ABCG5/ABCG8*, respectively). We also examined the liver tissue of PD and controls for transcript levels of these genes or their liver-specific functional equivalents (*NTCP* and *FABP1*), as well as enzymes for bile acid biosynthesis in the liver (*CYP7A1* and *CYP27A1*). We found that the PD ileum had significantly elevated levels of gene transcripts involved in cholesterol homeostasis and transport (*p* < 0.05; Figure 4a; Supplementary File 5). In the liver, we did not observe changes in bile acid-related transcripts (Figure 4b; Supplementary File 5). In conclusion, the human transcriptomic and proteomic changes in the PD gut are consistent with a disruption in bile acid control, including alterations in mediators of cholesterol homeostasis and lipid metabolism.

## 3. Discussion

Our metatranscriptomic analysis revealed significant differences in the appendix microbiota of PD patients, which are closely related to bile acid dysregulation in the gut. The microbial taxa and pathway alterations we identified led us to further hypothesize that bile acid metabolism might be directly associated with the etiopathogenesis of PD. Thus, we investigated the potential changes in bile acid metabolism in PD using metabolomics, proteomics, and transcriptomics. We report significant increases in the concentrations of secondary bile acids in the human appendix and ileum (*p* < 0.05). Furthermore, proteomic and transcriptomic analysis support the dysregulation of lipid metabolism and cholesterol homeostasis in the gut of PD patients. 

We found significant microbiota differences in the PD appendix using a metatranscriptomic approach. Unlike the prior 16S rRNA and metagenomic studies of the PD microbiome, our metatranscriptomic study has the advantage of capturing only active species. The appendix microbial community identified was similar to that found in surgically isolated, healthy appendix tissues in a previous study, demonstrating reliability in our methods [17]. Another strength of our study is the unique location of the survey; microbiota shifts in the appendix are particularly relevant given the role of the appendix in affecting the microbiota in other intestinal regions [11]. Differences between the appendix and fecal microbiomes limit comparison with previous studies of the PD microbiota; however, an increase in *Clostridiales* cluster *XI* has been observed in PD stool previously [35]. Nonetheless, one limitation of our study is that it does not accurately distinguish microbiota changes which may contribute to the causes of PD from those that are consequences of the disease. Both constipation (a common symptom of PD) and PD medication may influence the gut microbiota [35]. Though we cannot exclude constipation as a contributing factor, it is unlikely to explain all the changes observed, since increases in both LCA and DCA increase colonic peristalsis which decreases the fecal transit time [36,37,38]. Although we controlled for age and sex, additional clinical variables such as medication or the duration of disease were not available for this dataset but would be valuable to test for correlations; we aim to consider this in future work.

The microbiome clearly plays a role in the health of the nervous system [12,39,40], and our results implicate bile acid metabolism as another pathway by which changes in the microbiota may contribute to the etiology and pathogenesis of PD. Bacterial species that are responsible for the production of secondary bile acids in the large intestine were elevated in the PD appendix. We report significant increases in *Burkholderiales* which is a bacterial genus with a broad environmental distribution [41]. *Burkholderia* can cause severe inflammation in immunocompromised individuals [41] and produce kynurenine and quinolinate [42], which are proinflammatory metabolites associated with symptom severity in PD [43]. *Burkholderia* has also been reported to infect the brain [44,45]. Of particular interest, *Burkholderia* species encode the rate-limiting enzyme for secondary bile acid synthesis (bile-acid dehydratase) [46], highlighting the fact that the appendix microbiome of PD sufferers has an enrichment of microbiota that metabolize bile acids.

In line with the microbiota shifts as observed in the PD appendix, we found an increase in the secondary bile acids LCA and DCA in the ileum of PD patients. LCA and DCA are highly hydrophobic, and their increase can have pro-inflammatory and direct cytotoxic effects [27,29,30]. These effects could propel the accumulation of pathological α-syn aggregates, which could potentially propagate from the gut to the brain through retrograde transport [47,48]. Changes in the appendix are especially relevant since the appendix holds an abundance of α-syn even in healthy individuals [11]. Alterations in the microbiome have been correlated with changes in melatonin synthesis along with serum DCA levels [49]; melatonin, which is highly produced in the appendix, can suppress the accumulation of toxic α-syn and may contribute to PD etiopathogenesis. Thus, local melatonin levels in the PD appendix may impact both the levels of secondary bile acids and α-syn aggregation [50]. In addition, since bile acids can modulate the immune response [32,33,51,52], LCA and DCA may contribute to T cell activation, which has been implicated in PD pathogenesis [53], and/or the microbial-driven bile acid changes may be a response to α-syn aggregation and concurrent inflammation in the gut of PD sufferers. Further in vivo models are essential to elucidate the effects of secondary bile acid metabolism on PD pathology.

Our study provides some insight into the potential causes behind the changes in the microbiota and bile acid composition in PD, which merit further investigation. In the PD patients, there was no evidence of an overproduction of primary bile acids: primary bile acids and the total bile acid pool size in the PD ileum remained similar to the controls, and we did not detect transcript abnormalities in enzymes responsible for primary bile acid synthesis in the PD liver. However, PD patients may have impaired bile acid reuptake in the ileum, as indicated by the prominent decrease in FABP6, a protein responsible for the efficient transport of primary bile acids through enterocytes for recirculation [54]. Thus, disrupted bile acid transport in the ileum and increased bile-metabolizing bacteria in the large bowel combined could be responsible for the elevated levels of secondary bile acids as observed in PD. These disruptions may also contribute to the observed abnormalities in cholesterol homeostasis in the PD gut, as demonstrated by the transcriptional increase in cholesterol transporters and the proteomic disruption of lipid metabolism pathways. It is also worth noting that changes in bile acids can in turn modulate the composition of the microbiota. Though this study does not delineate which changes occur first in PD, the bi-directional relationship between the microbiota and bile acid composition creates a system which, once triggered, may lead to a self-reinforced condition of dysbiosis, peripheral inflammation, and α-syn aggregation. 

Targeting the appendix microbiome and bile acids may be an innovative approach for future therapeutics. Our results support microbiome transplantation as a potential treatment for PD [55]. In addition, preventing the damaging effects of LCA and DCA with the hydrophilic, anti-inflammatory bile acid UDCA could benefit PD patients. UDCA has been shown to counteract the effects of hydrophobic secondary bile acids in the liver and gallbladder [56,57]. UDCA also has neuroprotective effects [58] and is currently being tested in clinical trials for PD [59]. 

In sum, our findings provide a novel look into the appendix microbiota in PD and demonstrate microbially mediated bile acid disturbances (Figures S2 and S3). Though further investigation is needed, bile acids could play a key role at the intersection of microbiome dysbiosis, inflammation, and α-syn misfolding. Considering the relative accessibility of GI the tract and existing therapies for bile acid-related disorders, targeting microbial-derived secondary bile acids may be a new avenue for the earlier diagnosis and alleviation of PD symptoms.

## 4. Materials and Methods 

### 4.1. Human Tissue Samples

The human appendix, ileum, and liver tissue from PD patients and controls was obtained from the Oregon Brain Bank with information on demographics (age, sex), tissue quality (postmortem interval), and pathological staging for each individual (Supplementary File 1). Tissue was collected and flash frozen within an average postmortem interval of 14 h and shipped frozen on dry ice. PD cases were selected based on pathologically confirmed presence of brain Lewy body pathology and the loss of midbrain neurons, and control individuals were selected for the absence of such pathology. Cases and controls were balanced by sex and age across groups. All human postmortem tissue work had approval from the Van Andel Institute ethics committee (IRB #15025).

### 4.2. Metatranscriptomic Analysis of PD Appendix Microbiota

To profile the functional microbiome changes in the PD appendix, we performed a metatranscriptomic analysis of the appendix of 12 PD and 16 controls. Frozen appendix tissue (~20 mg) was homogenized using a Covaris cryoPREP pulverizer and then in 1 mL of TRIzol (Life Technologies, Carlsbad, CA, USA) with a ceramic bead-based homogenizer (Precellys, Bertin Instruments, Montigny-le-Bretonneux, France). Total RNA was isolated according to the TRIzol manufacturer’s instructions, treated with RNase-free DNase I (Qiagen, Hilden, Germany) at room temperature for 30 min, and cleaned up with the RNeasy Mini Kit (Qiagen). Total RNA yield and quality was determined using a NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA) and an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Libraries were prepared by the Van Andel Genomics Core from 300 ng of total RNA using the KAPA RNA HyperPrep Kit with RiboseErase (v1.16; Kapa Biosystems, Wilmington, MA, USA). RNA was sheared to 300–400 bp. Prior to PCR amplification, cDNA fragments were ligated to NEXTflex dual adapters (Bioo Scientific, Austin, TX, USA). The quality and quantity of the finished libraries were assessed using a combination of Agilent DNA High Sensitivity chip (Agilent Technologies, Inc.), QuantiFluor dsDNA System (Promega Corp., Madison, WI, USA), and Kapa Illumina Library Quantification qPCR assays (Kapa Biosystems, Wilmington, MA, USA). Individually indexed libraries were pooled, and 100 bp, single-end sequencing was performed on an Illumina NovaSeq6000 sequencer using an S1 100 cycle kit (Illumina Inc., San Diego, CA, USA), with all libraries run on a single lane to return an average depth of 37 million reads per library. Base calling was done by Illumina RTA3, and the output of NCS was demultiplexed and converted to a FastQ format with Illumina Bcl2fastq v1.9.0.

The preprocessing of metatranscriptomic data involved the removal of sequencing adapters and low-quality bases from sequencing reads using Trim Galore (v0.5.0). The transcriptomic data were aligned to human genome (GRCh38/hg38) with the twopassMode basic algorithm in STAR (v2.5.2b) [60]. Reads that did not align to the human genome (STAR option outReadsUnmapped) were then input to MetaPhlAn2 (v2.7.7) [61], which gives kingdom to species-level resolution (db_v20). We then performed the functional profiling of the microbial community for the same non-human reads using HUMAnN2 (v0.11.1) [62] with the UniRef90 database. Pathway abundance data were normalized to counts per million using the inbuilt HUMAnN2 functionality. To test for differential taxa abundance between the PD and control, proportional microbial compositional data from MetaPhlAn2 were imported into R (v3.6) and converted back to counts for all taxa-level ids (features). To perform statistical analysis, we used the cumulative sum scaling normalization and the zero-inflated Gaussian mixture model from the bioconductor package metagenomeSeq (v1.28.0) [63]. Feature and pathway abundance data were examined using the fitZig function to determine the microorganisms and pathways related to PD, adjusting for age, sex, postmortem interval, and RIN. *p*-values were derived from the empirical Bayes moderated F-statistic and adjusted for multiple testing correction using the Benjamini–Hochberg method, with *q* < 0.05 set as the threshold for statistical significance.

### 4.3. Mass Spectrometry and Proteomics Analysis

Here, quantitative proteomic analysis was performed to determine the host biological pathways altered in the PD appendix and ileum. For this analysis, we used existing proteomic data from the PD and control appendix (*n* = 3 individuals/group; PXD015079) and generated new proteomic data for the PD and control ileum (*n* = 4 individuals/group). Mass spectrometry for the appendix and ileum samples was performed using the same protocol by the Integrated Mass Spectrometry Unit at Michigan State University. The wet tissue weight of each sample (~30 mg tissue/sample) was measured and a 5-fold lysate buffer (20 mM Tris Base (pH 7.4), 150 mM NaCl, 1 mM EGTA, 1 mM EDTA, 5 mM sodium pyrophosphate, 30 mM NaF, 1X Halt Protease Inhibitor Cocktail (Thermo Fisher Scientific) was used to homogenize the tissue on ice with a tissue grinder (Tissue Master 125, Omni International). The homogenate was centrifuged at 18,407× *g* for 10 min at 4 °C and the supernatant was retained. Protein concentration in each sample was determined using a BCA assay (Pierce BCA Protein Assay, Thermo Fisher Scientific). Protein lysates (10 μg) were denatured using 25 mM ammonium bicarbonate/80% acetonitrile and incubated at 37 °C for 3 h. The samples were dried and reconstituted in 50 μL of 25 mM ammonium bicarbonate/50% acetonitrile/trypsin/LysC solution (1:10 and 1:20 *w/w* trypsin:protein and LysC:protein, respectively) and digested overnight at 37 °C. The samples were dried and reconstituted in 50 μL of 25 mM ammonium bicarbonate/5% acetonitrile. 

Samples were loaded onto an UltiMate 3000 UHPLC system with online desalting. Each sample (10 μL) was separated using a C18 EASY-Spray column (2 μm particles, 25 cm × 75 μm ID) and eluted using a 2 h acetonitrile gradient into a Q-Exactive HF-X mass spectrometer. Data-dependent acquisition for the full MS was set using the parameters described in the supplementary methods. Each sample was run in triplicate. The mass spectra from each technical replicate were searched against the Uniprot human database (filtered proteome_3AUP000005650) using the Label-free quantification (LFQ) method in Proteome Discoverer (v. 2.2.0.388, 2017). Data-dependent acquisition for the full MS was set using the following parameters: resolution 60,000 (at 200 *m*/*z*), Automatic gain control (AGC) target 3 × 10^6^, maximum Injection time (IT) 45 s, scan range 300 to 1500 *m*/*z*, dynamic exclusion 30 s. Fragment ion analysis was set with the following parameters: resolution 30,000 (at 200 *m*/*z*), AGC target 1 × 10^5^, maximum IT 100 ms, TopN 20, isolation window 1.3 *m*/*z*, Normalized collision energy (NCE) at 28. Each sample was run in triplicate. The mass spectra from each technical replicate were searched against the Uniprot human database (filtered-proteome_3AUP000005650) using the LFQ method in Proteome Discoverer (v. 2.2.0.388, 2017) set as follows: at least 2 peptides (minimum length = 6, minimum precursor mass = 350 Da, maximum precursor mass 5000 Da), tolerance set to 10 ppm for precursor ions and 0.02 Da for fragment ions (b and y ions only), dynamic modification was set for methionine oxidation (+15.995 Da) and N-terminus acetylation (+42.011 Da), target FDR (strict minimum value 0.01), Delta Cn minimum value 0.05). LFQ was calculated using the following parameters: the ratio calculation was set to pairwise ratio based, maximum allowed fold change 100, ANOVA (background based).

The technical replicates from each biological sample were pooled to perform diagnosis comparisons, using a non-nested test. Proteins were quantified using the pairwise peptide ratio information from extracted peptide ion intensities. Only proteins with abundances recorded in at least 50% of samples were considered. Proteins with a log fold change between groups exceeding ±0.2 were considered altered. The pathway analysis of proteins altered in the PD appendix and ileum was performed using g:Profiler [64], with networks determined by EnrichmentMap and clustered by AutoAnnotate in Cytoscape (v3.7.1) [65]. To identify the proteins that were most altered, we first determined the proteins that exhibited significant changes and had the same direction of change in both the PD appendix and ileum. These altered proteins were ranked by log fold change, ranking separately for appendix and ileum. We then determined the proteins most consistently altered using the aggregateRanks function from the RobustRankAggreg package (v1.1) [34]. 

### 4.4. Bile Acid Sample Preparation and Metabolite Quantification

Liquid chromatography–mass spectrometry (LC–MS) was used to measure the primary and secondary bile acids in the appendix and ileum of PD patients and controls (appendix, *n* = 12 controls, 15 PD; ileum, *n* = 20 controls, 20 PD). Tissues (25 mg) were homogenized using a bead homogenizer at 5500 rpm for 30 s in the 300 µL of extraction solvent (85% ethanol and 15% phosphate-buffered saline solution). Samples were then sonicated at 4 °C for 10 min. Proteins and other impurities were removed by centrifugation at 13,000× *g* for 30 min at 4 °C. The supernatant was collected and 10 µL was loaded onto the Biocrates Bile Acid kit (Biocrates Life Sciences). Data were acquired using an Acquity I-class UPLC (Waters) coupled with a Xevo TQ-S mass spectrometer (Waters). All specimens were acquired in accordance with the protocol for the Biocrates Bile Acids kit. Bile acid concentrations (nmol per gram of tissue weight) were calculated utilizing the Biocrates MetIDQ software and TargetLynx (Waters). For the group-level analyses, the concentration of the bile acid and its glycine and taurine conjugates were summed. For example, the LCA group was the sum of LCA, GLCA, and TLCA, and the DCA group was the sum of DCA, GDCA and TDCA. For the all-primary, all-secondary, and total bile acid analyses, the respective bile acids and their conjugates were summed.

Bile acid data were normalized by log10 transformation, as previously described [66]. Bile acid changes in the PD appendix and ileum were determined by multivariate robust linear regression models with empirical Bayes from the limma (v3.30.13) statistical package [67], adjusting for age, sex, and postmortem interval.

### 4.5. qPCR Analysis of Gene Transcripts Involved in Bile Acid and Cholesterol Homeostasis

We examined the transcriptional changes of genes involved in bile acid transport and cholesterol homeostasis in the PD ileum (*n* = 6 controls, 8 PD) and liver (*n* = 6 controls, 6 PD). Samples from the PD and healthy controls were matched for sex, age, and postmortem interval. Tissue (30–50 mg per sample) was homogenized in 1 mL TRIzol with a handheld homogenizer (Biospec) for the rileum and with Precellys bead tubes (Bertin Corp, Rockville, MD, USA) for the liver. Following standard TRIzol RNA extraction, samples were treated with DNase (Qiagen) for 30 min. RNA cleanup was performed using a RNeasy column (Qiagen) according to the manufacturer’s instructions, with the addition of two 75% ethanol washes. Isolated RNA quantity was determined with a NanoDrop 2000 spectrophotometer, and RNA integrity was confirmed with an Agilent 2100 Bioanalyzer. RNA was converted to cDNA using a High Capacity cDNA kit (Applied Biosystems, Carlsbad, CA, USA). Samples were analyzed by qPCR with TaqMan reagents (Applied Biosystems; Supplementary File 6), using 25 ng of cDNA per qPCR reaction. Samples were run in triplicate and the results were normalized to plate standardization controls. The delta delta CT values of gene transcripts were used to determine the statistical changes in the ileum and liver of PD relative to the controls, normalized to housekeeping control genes (*β-actin* and HPRT for the liver, β-actin or villin for ileum). Statistical analysis was performed using one-way ANOVA with *p* <0.05 considered to be significant changes.

## Figures and Tables

**Figure 1:**
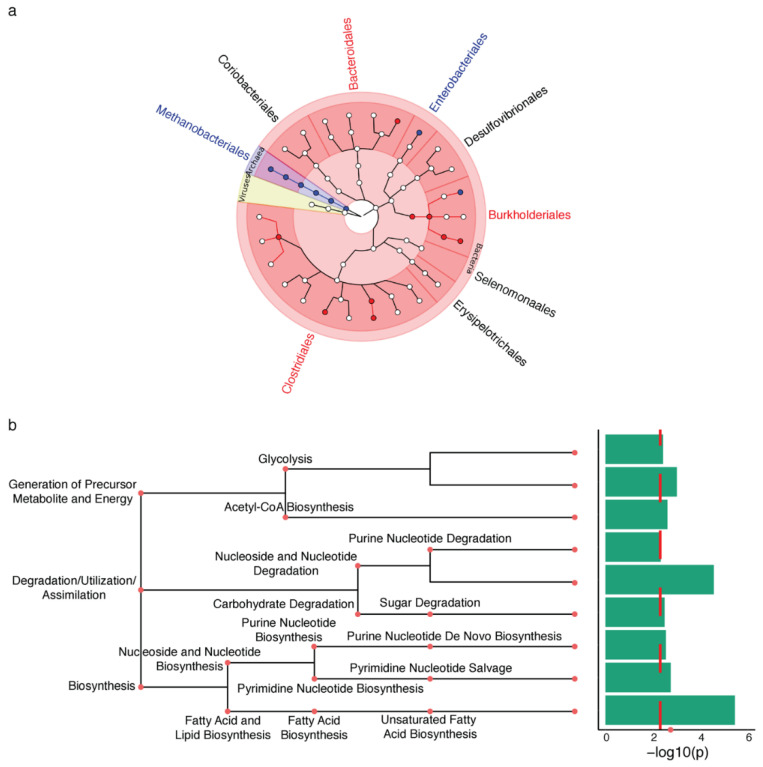
The Parkinson’s disease (PD) appendix exhibits shifts in the active microbiota that affect lipid metabolism. Metatranscriptomic analysis was used to determine the changes in the functional microbiota in the PD appendix (*n* = 12 PD, 16 controls). (**a**) Microbiota changes in the PD appendix. Metatranscriptome data were analyzed by MetaPhlAn2 and a zero-inflated Gaussian mixture model in metagenomeSeq, adjusting for age, sex, RNA integrity number (RIN), and post-mortem interval. Results are displayed using GraPhlAn, showing the taxonomic tree with the kingdom in the center, and branching outwards to phylum, class, order, family, and genus. Microbial taxa highlighted in red are increased in PD, and blue are decreased in PD (*q* < 0.05, metagenomeSeq). (**b**) Microbiota metabolic processes are altered in the PD appendix. Top microbial pathways are altered in PD as identified by HumanN2. Red dashed line denotes *q* < 0.1 pathways as determined by metagenomeSeq.

**Figure 2:**
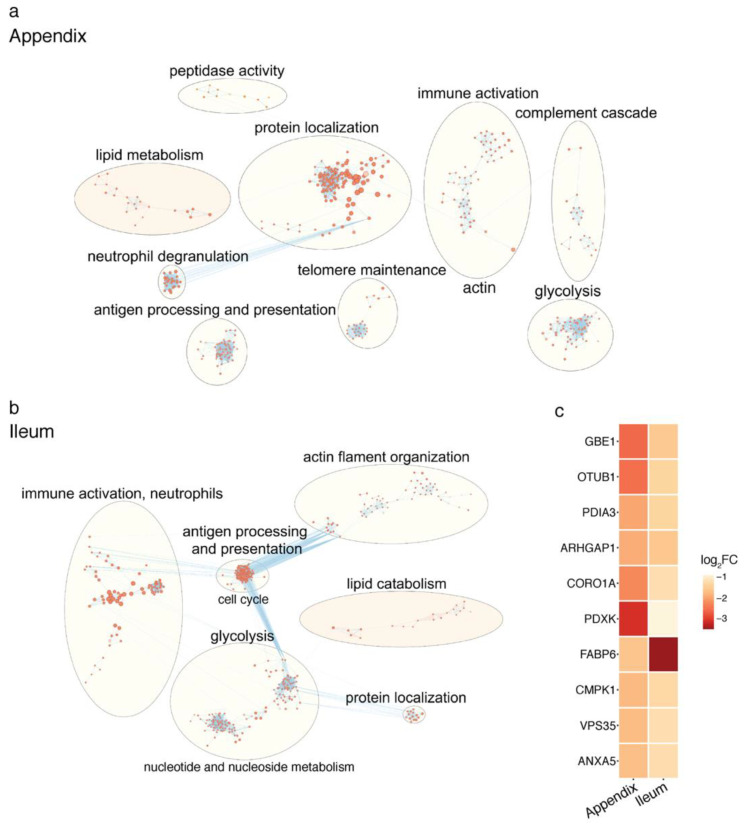
Proteomic analysis identifies the altered lipid metabolism pathways in the PD appendix and ileum. Pathway enrichment analysis of proteomic changes in the PD appendix relative to controls (*n* = 3 PD, 3 controls) (**a**) and in PD ileum relative to controls (*n* = 4 PD, 4 controls) (**b**). Pathway analysis of quantitative proteomic data was performed using g:Profiler. Nodes are pathways altered in the PD appendix that were clustered into functionally similar networks by EnrichmentMap (nodes are *q* < 0.05 pathways, hypergeometric test). Node size represents the number of genes in the pathway gene set, and the edges connect pathways with similar gene sets (0.7 similarity cutoff). The lipid metabolism pathway network is highlighted in peach. (**c**) Top 10 proteins that were most consistently altered in the PD appendix and ileum. Heatmap showing the proteins ranked as the most consistently disrupted in the PD appendix and ileum, as determined by a robust ranking algorithm. Log fold change is shown, and red signifies greater disruption in PD.

**Figure 3:**
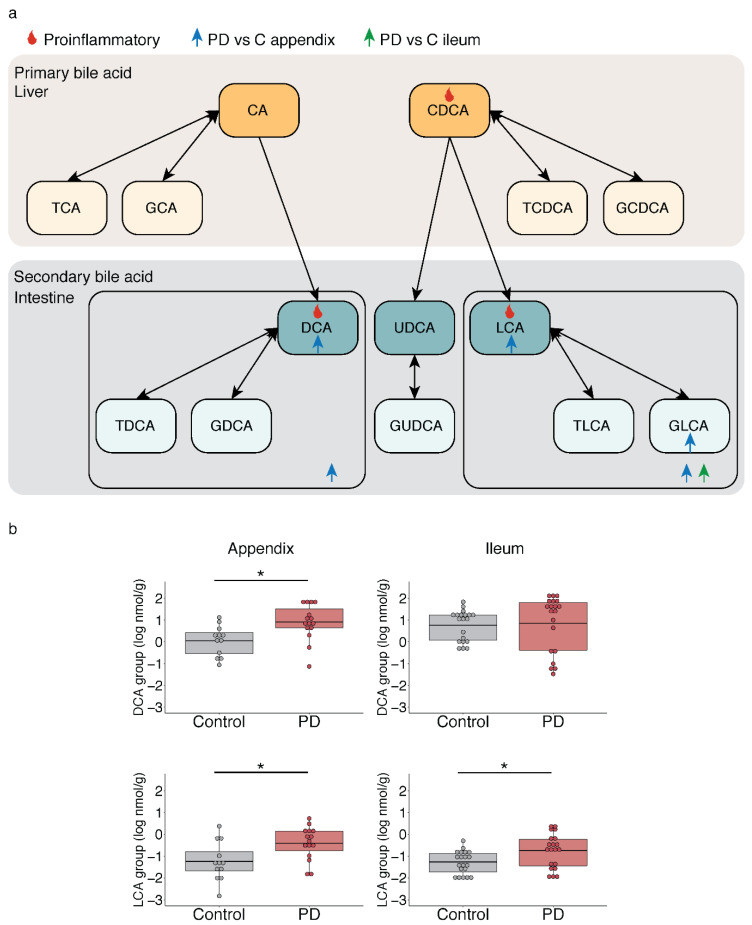
Increase in the microbiota-derived secondary bile acids in the appendix of PD patients. Bile acid analysis was performed by liquid chromatography–mass spectrometry in the PD and control appendix (*n* = 15 PD, 12 controls) and ileum (*n* = 20 PD, 20 controls). Bile acid changes were determined by robust linear regression, controlled for age, sex, and postmortem interval. (**a**) Illustration of the bile acid changes identified in this study and the bile acid pathway. Primary bile acids are generated in the liver and secondary bile acids are produced by microbiota in the intestine. In the secondary bile acid section of the image, boxes highlight the DCA and LCA groups (DCA, LCA and their respective conjugates). Bile acids increased in the PD appendix or PD ileum, relative to controls, are marked by a blue and green arrow, respectively. The flame symbol denotes hydrophobic bile acids that have proinflammatory effects when elevated. (**b**) Secondary bile acid changes in the PD appendix and PD ileum. The boxplot center line represents the mean, the lower and upper limits are the first and third quartiles (25th and 75th percentiles), and the whiskers are 1.5× the interquartile range. * *p* < 0.05, robust linear regression.

**Figure 4:**
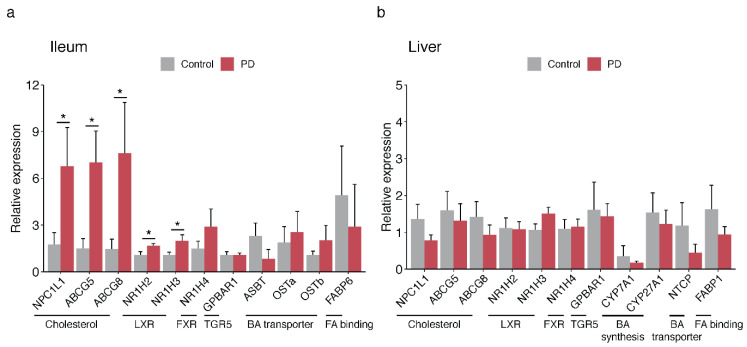
Dysfunctional cholesterol and lipid metabolism in the PD ileum. Transcript levels of genes in the ileum (**a**) and liver (**b**) affecting the abundance of cholesterol and bile in the enterohepatic circulation. Transcript levels of genes affecting cholesterol and bile acid homeostasis (*NR1H2*, *NR1H3*, *NR1H4*, *GPBAR1*) and their transport and reabsorption into the enterohepatic circulation (*NPC1L1*, *ABCG5*, *ABCG8*, *ASBT*, *OSTα*, *OSTβ*, *FABP6*) were examined in the ileum. In the liver, the transcript levels of these genes or the equivalent bile acid transporters (*NTCP*, *FABP1*) were examined, as well as the rate-limiting enzymes for bile acid production (*CYP7A1*, *CYP27A1*). Transcript levels were analyzed by qPCR and normalized to housekeeping genes (*villin1*, *β-actin*). The relative expression ± s.e.m in the ileum (*n* = 8 PD, 6 controls) and liver (*n* = 6 PD, 6 controls). * *p* < 0.05, one-way ANOVA.

## Data Availability

All sequencing data used in this study are available from the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE135743. The mass spectrometry proteomics data of human ileum has been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD020988. The human appendix proteomic data was obtained from PXD015079.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2218-1989/11/1/29/s1, Figure S1: Microbial diversity in the human appendix; Figure S2: Experimental design and main findings of our study investigating functional changes in the appendix microbiota in PD; Figure S3: Graphical summary of microbiota and biliary changes in PD; Supplementary File 1: Demographic and clinical information for human samples; Supplementary File 2: Differences in PD appendix microbiota and related pathways identified by metatranscriptomic analysis; Supplementary File 3: Proteomic changes in the human PD appendix and ileum; Supplementary File 4: Changes in bile acid composition in the human PD appendix, and ileum and in the cecal patch of mice with synucleinopathy and gut inflammation; Supplementary File 5: Differences in gene transcripts related to bile acid homeostasis in the human PD ileum and liver identified by qPCR; Supplementary File 6: Primers used in liver and ileum qPCR experiments.

# Supplementary material for: Gut Microbiota Dysbiosis Is Associated with Elevated Bile Acids in Parkinson’s Disease
**Source:** Metabolites. 2021 Jan 4;11(1):29. doi: 10.3390/metabo11010029
**Supplement:** Supplementary file 1

**Supplemental Figures**

**Gut microbiota dysbiosis is associated with elevated bile acids in Parkinson’s disease**

**Li et al.**

**
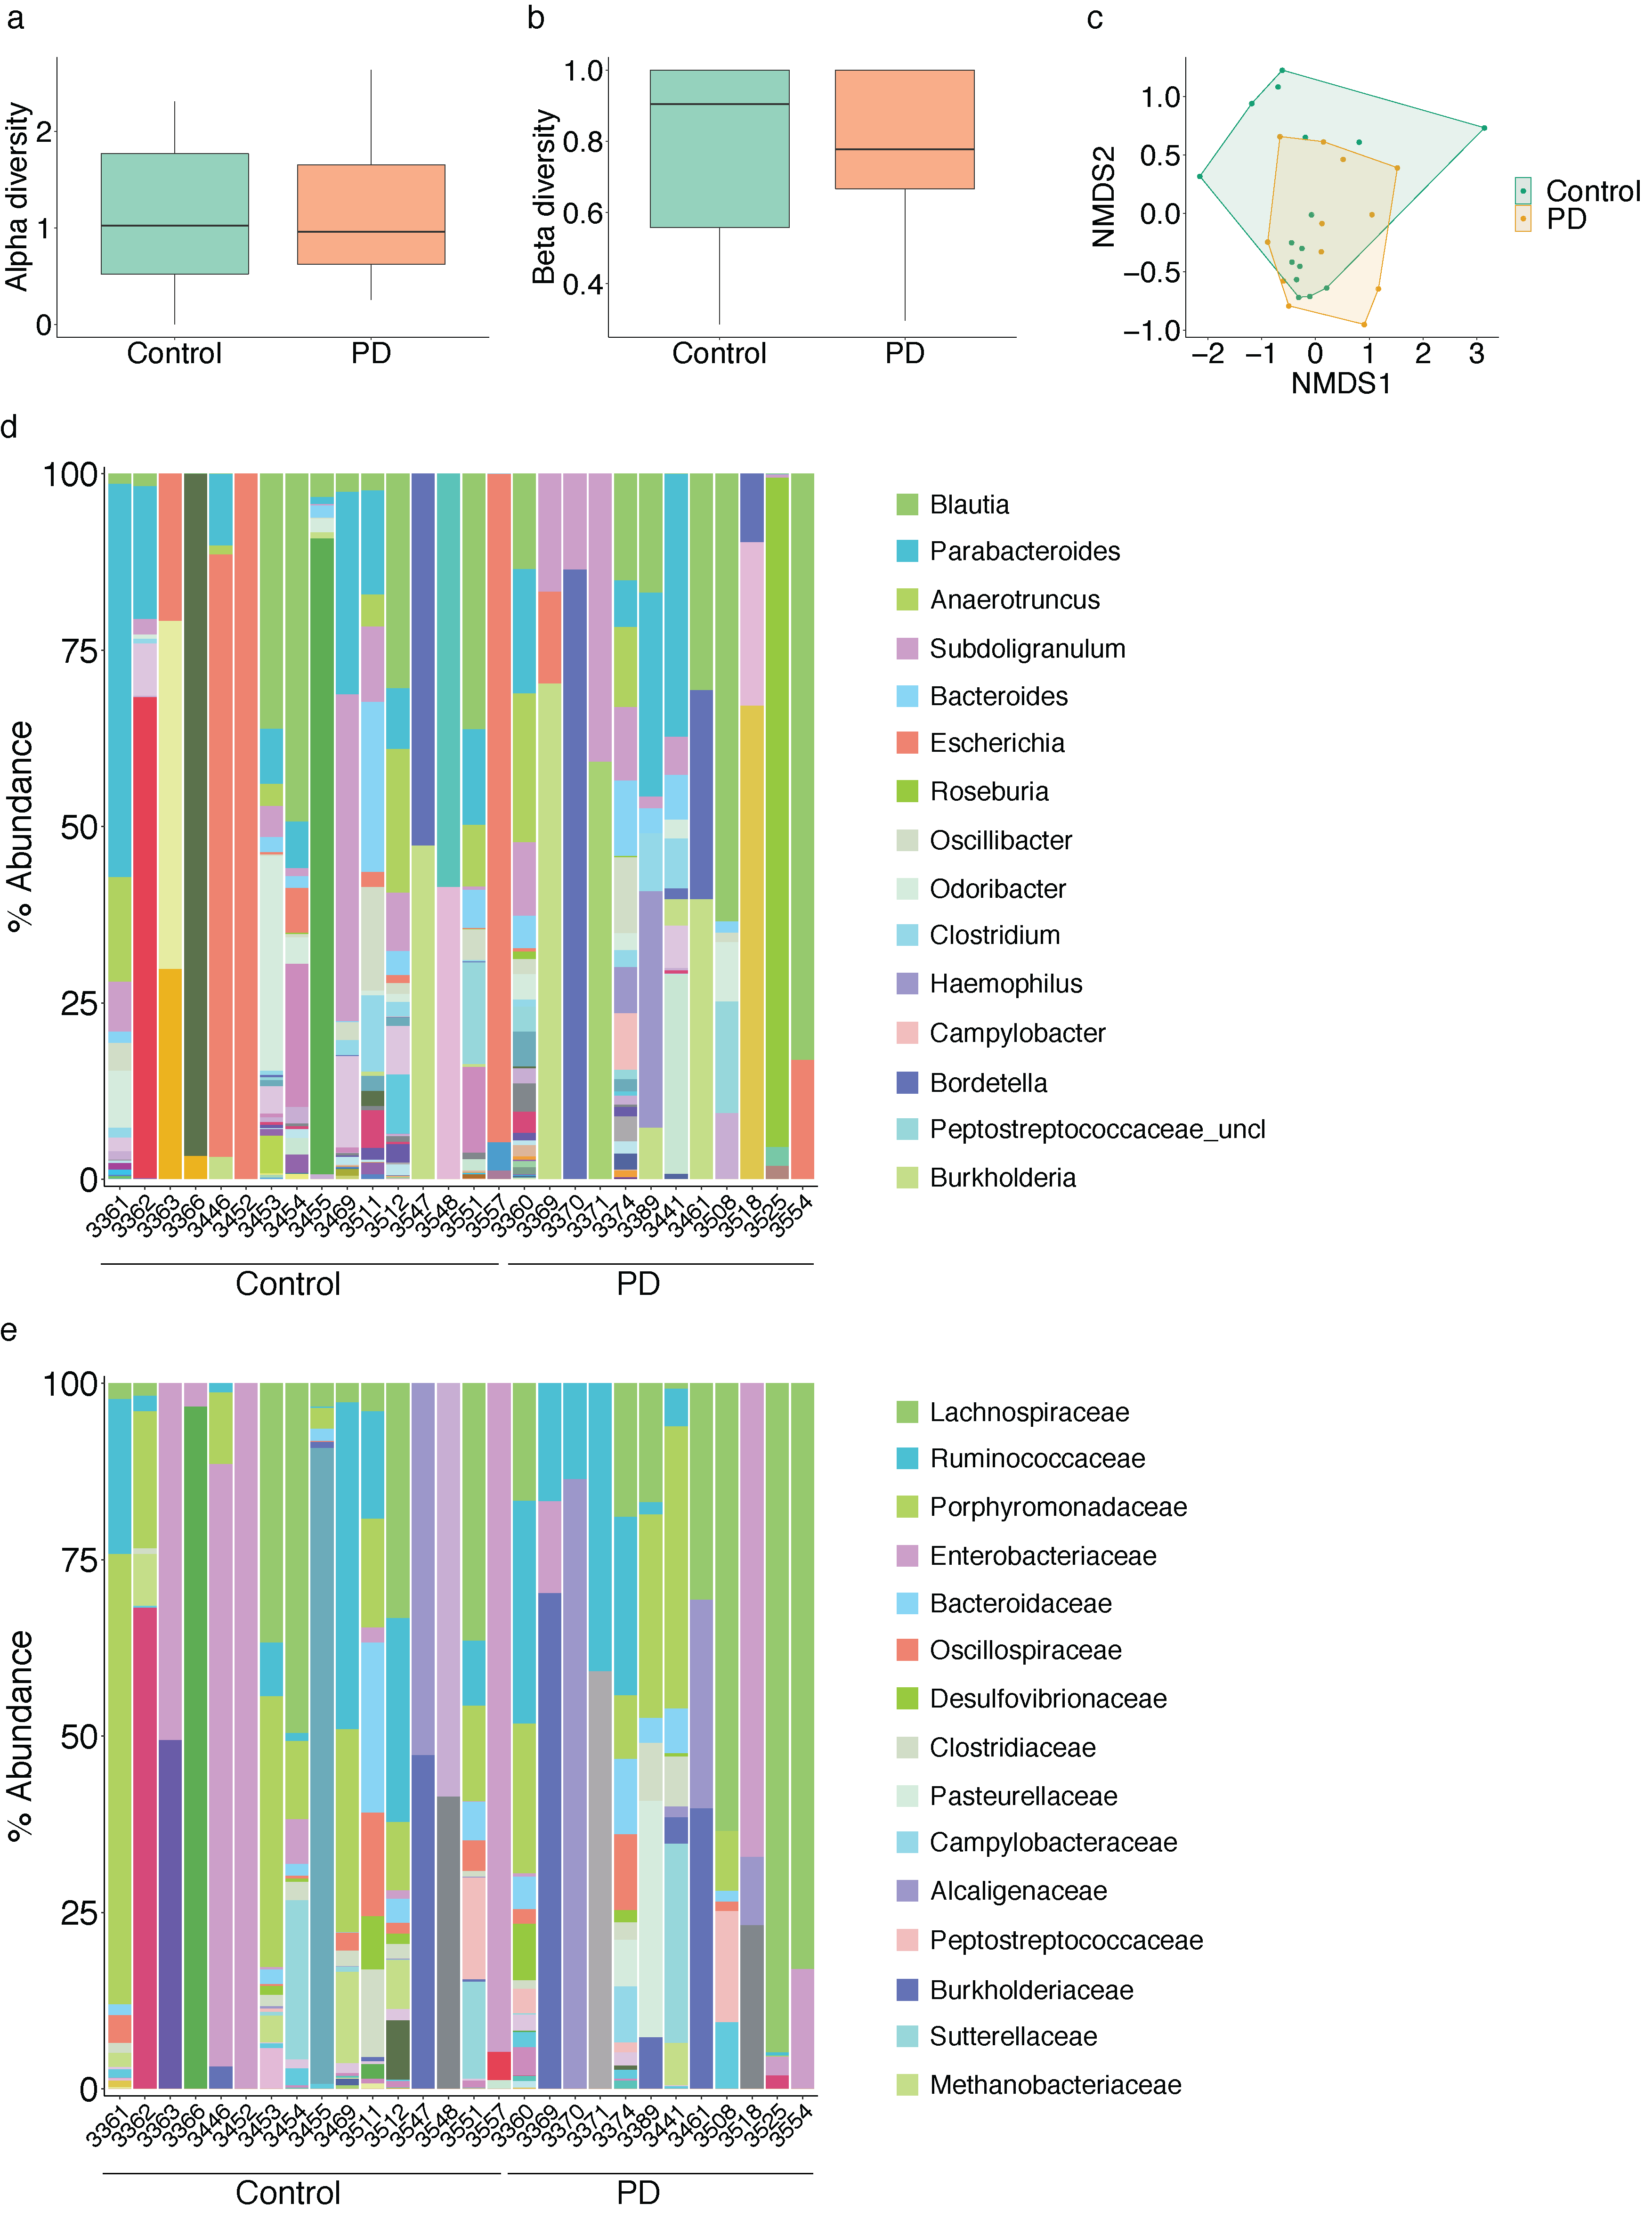
**

**Figure S1.** Microbial diversity in the human appendix. The functional microbiome was determined in metatranscriptomic sequencing data from 12 PD patients and 16 controls. (**a**) Alpha diversity (Shannon index) calculated by vegan package. (**b**) Beta diversity (Whittaker index) calculated by vegan package. (**c**) NMDS plot showing the distribution of samples according to the microbial community. (**d**) Microbiota composition in the human appendix at the genus level. Top 15 most abundant microbiota genera are listed. (**e**) Microbiota composition in the appendix at the family level. Top 15 most abundant microbiota families listed.

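Panels (a) to (c) summarize the appendix microbiota of each individual before any single taxon is tested. The Shannon index is a measure of alpha diversity, the diversity within a sample. It rises with the number of taxa detected and with how evenly the reads are spread among them, so a sample dominated by a few taxa has a low value. The Whittaker index is a measure of beta diversity, the turnover of taxa between samples. It compares the taxa found across samples with those found in a single sample. Non-metric multidimensional scaling (NMDS) places each sample on a plane so that samples with similar communities lie close together. Its axes have no units, and the distances on it keep the rank order of the dissimilarities between samples and not their size. Panels (d) and (e) show the composition by genus and by family. The taxa were assigned from RNA reads that did not align to the human genome, so the shares reflect transcribed RNA and not numbers of cells. Only the most abundant taxa are named in these panels.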

**
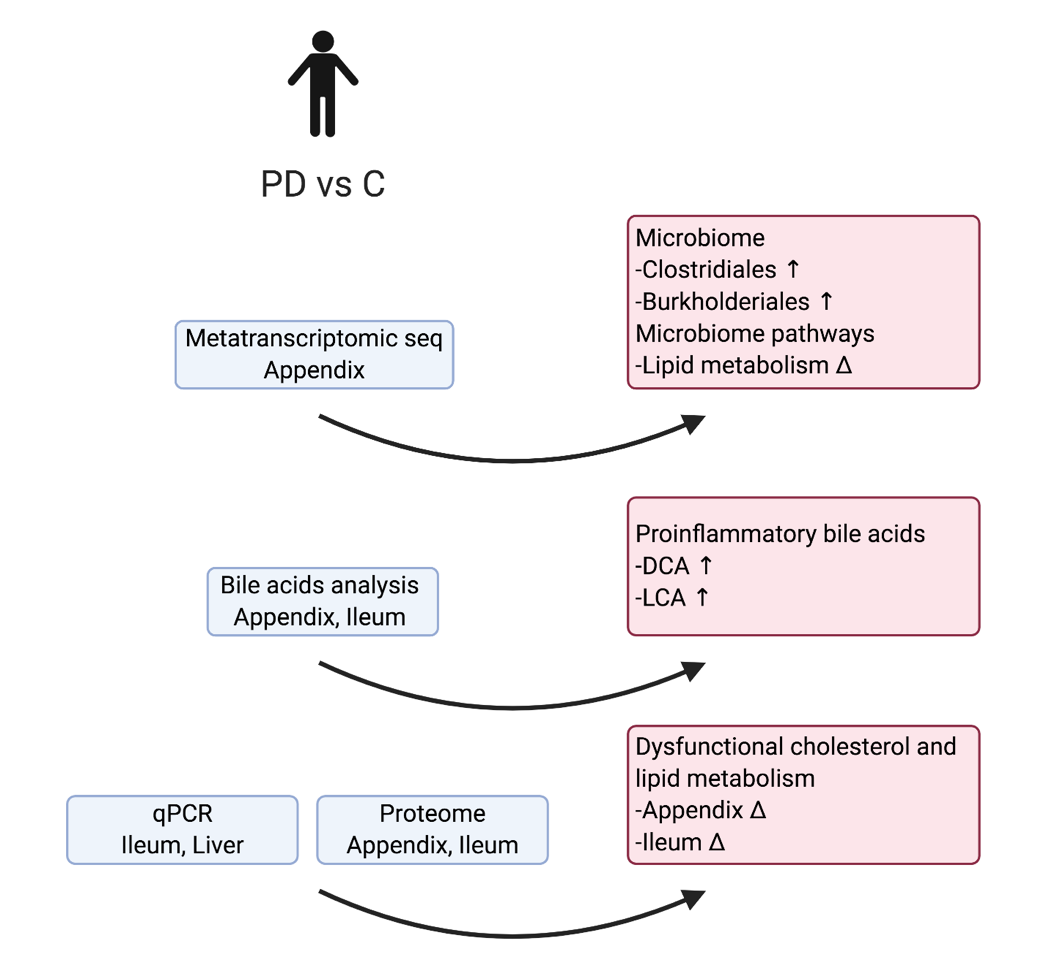
**

**Figure S2: Experimental design and main findings of our study investigating functional changes in the appendix microbiome in PD.** The human appendix is an immunological organ that is also considered to be a storehouse for the gut microbiome. Recently, the appendix has been implicated in the risk of developing PD [1]. To determine whether the PD appendix exhibits functional changes in the microbiome, we performed a metatranscriptomic analysis of the PD and control appendix. We identified microbiome changes in the PD appendix that affect lipid homeostasis and the synthesis of secondary bile acids, which in turn led us to an analysis of bile acids. In the PD appendix, we found an increase in the microbially-derived, cytotoxic bile acids LCA and DCA. Proteomic and transcript analysis also demonstrated a disruption in cholesterol and lipid metabolism in the PD gut.

**
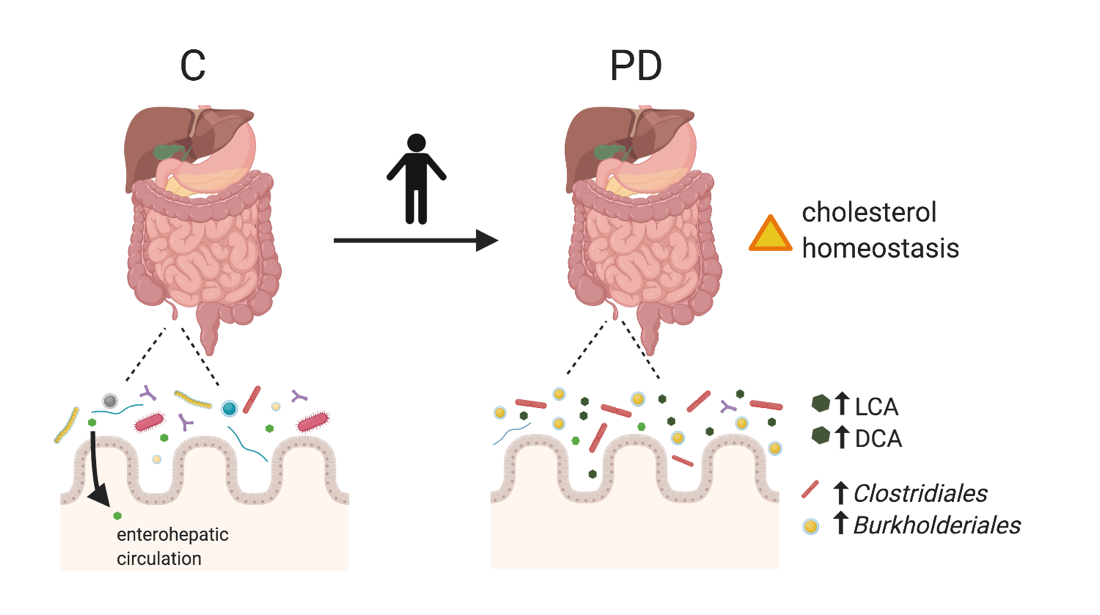
**

**Figure S3: Graphical summary of microbiome and biliary changes in PD.** Microbial dysbiosis and an accompanying increase in microbiome-derived secondary bile acids are prevalent in the PD appendix. Microbiome changes in PD included significant increases in *Clostridiales* and *Burkholderiales,* which are involved in the conversion of primary bile acids to secondary bile acids. Accordingly, elevated secondary bile acids, LCA and DCA, were seen in PD. Transcript and proteomic analyses of the PD gut showed further disruptions in cholesterol metabolism and transport.

**References**

1. Killinger BA, Madaj Z, Sikora JW, et al. The vermiform appendix impacts the risk of developing Parkinson's disease. Science Translational Medicine 2018;10(465).

How the deposited data were processed for this re-analysis (not part of the article)

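The deposited files are lists of chromatin immunoprecipitation sequencing (ChIP-seq) peaks from healthy human appendix tissue, an experiment that the paper's text does not describe. Acetylation of histone H3 at lysine 27 (H3K27ac) was profiled in 3 libraries and methylation of histone H3 at lysine 4 (H3K4) in 3 libraries, with 3 input DNA libraries as the background. The metatranscriptomic, proteomic, bile acid and qPCR samples behind the paper's conclusions were not analysed here, so no peak value stands beside those conclusions. The sample labels name a different H3K4 methylation state for each of the 3 H3K4 libraries (H3K4me1, H3K4me2 and H3K4me3 in turn), whereas the protocol names an antibody against H3K4me1 only. The 3 libraries were therefore grouped as H3K4 methylation and each was described on its own.

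The authors aligned the reads with bwa, marked duplicates with picard, and called narrow peaks with MACS version 2.1.2 at a p cutoff of 0.001, keeping 1 tag per position. Peaks were called for each library separately against the 3 inputs pooled, and again on the pooled reads of each mark. For each peak the authors deposited the pileup (signal at the summit), the fold enrichment over the local input background (a ratio), the −log10 q and the length. The file headers state that q was not calculated, whereas the −log10 q column holds positive values, and the command line asks for scaling to the larger library whereas the header reports scaling of the larger to the smaller; which applies was not resolved, so filters on −log10 q and the fold values depend on it. The fold enrichment and −log10 q are the authors' values. Fold enrichment was used to describe, rank and split peaks within one list, and −log10 q to filter or rank the peaks of each library; the same −log10 q threshold can be more or less strict in a library of another depth. A further list per mark holds the peaks of the pooled calls that the authors kept at an irreproducible discovery rate (IDR) of 0.05, each with a deposited score of 1, 2 or 3 whose meaning the files do not state; these are called reproducible peaks below. How the authors computed the IDR is not described in the paper's text. The depth was 43857209, 67163527 and 52015147 tags for H3K27ac replicates 1, 2 and 3, and 54692960, 62509275 and 103779079 tags for H3K4 methylation replicates 1, 2 and 3. The pooled input held 243272939 tags.

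The files name no genome build. Peaks extended past the end of the GRCh38 chromosome on 14 of the 22 autosomes, so the coordinates are not those of GRCh38, the build of the only reference used here. No coordinates were converted, and no peak was assigned to a gene. All comparisons that needed gene starts were left out: the promoter marks of the bile acid and cholesterol genes, the promoter H3K27ac of proteins altered in the PD appendix and ileum, and that of the cell type marker lists. Sex chromosomes were left out throughout.

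Peak numbers, covered length and median peak length were computed for each list. All 15 pairs of libraries were compared by the share of peaks overlapping by at least 1 bp and by the Jaccard index, the bases covered by both lists divided by the bases covered by either. The overlap of unrelated positions was estimated from 100 shuffles of the peaks within their chromosomes, taking the largest peak end seen on a chromosome as its length. Coverage at the summits of the reproducible H3K27ac peaks, taken from the pooled list, was compared with the share of bases covered 1 to 2 kb away on both sides. Shares carry 95% Wilson intervals, which treat peaks as independent and cover counting error only; peaks are not replicates, and no test between libraries was made. Alternatives were peaks with a −log10 q of at least 5, an overlap of at least 50% of the smaller peak, the 20000 peaks with the highest −log10 q in each library, each H3K4 library on its own, and the reproducible H3K27ac peaks at or above the median fold enrichment. These alternatives were set before the data were examined. The split at the median fold enrichment was set then for the overlap between marks only, and not for the comparison at H3K27ac summits. The comparison at H3K27ac summits, and the leaving out of each replicate, were chosen after seeing that the build was not GRCh38.

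The paper's own protein ratios were also examined. Supplementary File 3 lists proteins altered between PD and control tissue with their log2 ratio, 1 value per protein and no spread; where a gene had several rows, the row with the most peptide spectrum matches was kept. Marker lists for hepatocytes, kidney proximal tubule, small intestinal enterocytes, colonic epithelium, B cells, T cells, smooth muscle, enteric neurons and glia, and skeletal muscle were written beforehand, after the top of the appendix list had been read. The median ratio of each list was placed among those of 10000 random lists of the same size drawn from the same sheet; proteins with at least 10 peptide spectrum matches were the alternative, and leaving out the 20 highest proteins was added after seeing the data. Proteins named singly are the 10 with the highest and the 10 with the lowest ratio in the appendix, the members of the hepatocyte list and the genes of the paper's qPCR panel and Fig. 2c; single peaks named are the 3 reproducible peaks of each mark with the highest fold enrichment. Not every protein chosen by this rule is reported here.

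The interval functions were tested on simulated data: on 200 random sets they gave 0 disagreements with a base-by-base count. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.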

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

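The peak lists are data that the paper does not report on, and each signal below is a set of peaks that the authors called above the input libraries. The comparison at H3K27ac summits was chosen after the genome build had been examined but before its values were seen.

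Of 25653 reproducible H3K27ac peaks on the autosomes, 17667 overlapped a reproducible H3K4 methylation peak by at least 1 bp, a share of 68.9% (95% Wilson interval 68.3 to 69.4). When the H3K4 methylation peaks were shuffled within their chromosomes, the share averaged 9.06% and reached 9.45% at most over 100 shuffles. In the other direction, 56.5% of the 37183 reproducible H3K4 methylation peaks overlapped a reproducible H3K27ac peak. Both marks were called against the same pooled input, and shuffling does not keep peaks to the part of the genome that reads can be aligned to, so the shuffled share is a low estimate of the overlap that arises without a shared mark. No biological explanation was tested, since the design holds 1 tissue and no second condition.

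At the reproducible H3K27ac peaks at or above the median fold enrichment, H3K4 methylation peaks were found beside the H3K27ac summit more often than at it. The libraries labelled H3K4me1, H3K4me2 and H3K4me3 covered 43.0%, 29.9% and 44.0% of these 12827 summits, and 50.3%, 48.3% and 60.0% of the bases 1 to 2 kb away. The ratio of summit to flank was thus 0.855, 0.619 and 0.733. At the H3K27ac peaks below the median fold enrichment the ratios were 2.35, 2.14 and 2.21. With only the 20000 strongest peaks of each library, the ratio at the peaks at or above the median was 1.02, 0.749 and 0.797, so the dip at the summit was lost in the library labelled H3K4me1 and stayed in the other two.

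A candidate explanation is that the 3 H3K4 libraries carry the wrong state in their labels and were all made with the H3K4me1 antibody that the protocol names. H3K4me3 would be expected to cover the centre of strongly acetylated sites and H3K4me1 their flanks, so the ratio should rise from the library labelled H3K4me1 to the one labelled H3K4me3. Over all reproducible H3K27ac summits it did not rise: the ratio was 1.46, 1.29 and 1.28 in the order of the labels, a difference of -0.17 between the last and the first. With the 20000 strongest peaks per library the difference was -0.33. At the peaks at or above the median fold enrichment, the strongly acetylated sites that the expectation is about, the order was another one, with the library labelled H3K4me3 above the one labelled H3K4me2 and below the one labelled H3K4me1, with all peaks and with the 20000 strongest. A role of the greater depth of the library labelled H3K4me3 stays open, since its 20000 strongest peaks were also longer (a median of 2303 bp against 1956 bp in the library labelled H3K4me1), which by itself covers more of the flanks. Among the H3K27ac libraries, replicates of 1 mark, the ratio over all these summits was 2.17, 1.80 and 3.78. These summits are those of H3K27ac itself. The difference of -0.17 between H3K4 libraries lies within that spread. The absence of a rise in the order of the labels therefore does not tell 1 mark in all 3 libraries from several. With all peaks, the overlap between libraries did not separate the marks. The Jaccard indices among the H3K4 libraries, 0.424 to 0.538, lay within the 0.275 to 0.560 among the H3K27ac libraries, and pairs of different marks reached 0.451. With the 20000 strongest peaks the index did separate them. H3K4 pairs had 0.371 to 0.508 and H3K27ac pairs 0.346 to 0.620, against at most 0.331 across marks. The mean share of peaks shared did not separate them there. It was as low as 59.79% among H3K4 pairs, against up to 60.65% across marks. By the index alone, the H3K4 libraries thus overlapped there as replicates of 1 mark did. The overlap of libraries known to differ in H3K4 methylation state was not measured, so this does not decide between 1 state and several. No library known to carry H3K4me3 was analysed here, and gene starts could not be used, so the expected profile itself was not checked.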

How the results depend on the processing

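With peaks of −log10 q of at least 5, no peak number changed by more than 1.5 times and no covered length by more than the spread between libraries of its mark. Of the 90 values under an alternative, 63 were counted as unchanged, 26 as moved and 1 as reversed. The bounds above apply to peak numbers and covered lengths only, and for the marker lists unchanged meant the same side of the random lists. The 8 alternatives of the overlap between marks all counted as moved, so a tighter bound than 1.5 times was used there.

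With the 20000 strongest peaks, the mean share of peaks shared rose from 58.8% to 76.1% among H3K27ac libraries, was 67.0% against 67.5% among H3K4 methylation libraries, and fell from 58.4% to 52.1% across marks. Leaving out each replicate in turn, chosen after seeing the data, the mean Jaccard index among H3K27ac libraries ran from 0.275 without replicate 1 to 0.560 without replicate 3, against 0.413 with all of them, and the share from 49.0% to 68.6%. Among H3K4 methylation libraries the index ran from 0.424 to 0.538 and the share from 61.1% to 71.2%.

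The share of reproducible H3K27ac peaks with H3K4 methylation, 68.9%, was 64.6% when the overlap had to reach 50% of the smaller peak and 80.6% for the peaks at or above the median fold enrichment. It was 92.4%, 92.2% and 92.9% against all peaks of H3K4 libraries 1, 2 and 3 on their own, lists that hold several times as many peaks. Replacing the reproducible H3K27ac peaks with those of a library also called in another, leaving out 1 replicate each, gave 44.4% to 62.6%; the lowest value was without replicate 3, whose list held 88753 peaks against 25653.

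The summit-to-flank ratio moved with the strength of the H3K27ac peaks in all 3 H3K4 libraries, to 0.855, 0.619 and 0.733 at the peaks at or above the median fold enrichment and 2.35, 2.14 and 2.21 at those below it; with the 20000 strongest peaks it fell to 1.13 in replicate 3. The median H3K4 peak length, 594, 633 and 608 bp in replicates 1, 2 and 3, was 777, 810 and 743 bp with −log10 q of at least 5 and 1956, 1974 and 2303 bp for the 20000 strongest peaks, as filters on significance keep longer peaks.

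Among the marker lists in the paper's protein ratios, the median of colonic epithelium reversed from -1.30 to 0.26 when at least 10 peptide spectrum matches were required, because 1 of its 2 members was left. Without the 20 highest proteins of the sheet, chosen after seeing the data, no list changed its side of the random lists, and the kidney list had no member left.

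No paired analysis was possible because the files leave open whether a shared replicate number marks 1 sample in both marks. No test with the replicate number as a block was run on the values per library. H3K4 libraries 1, 2 and 3 held 164763, 169343 and 198858 peaks, against 111153, 127096 and 71289 in the same-numbered H3K27ac libraries. The covered length was larger for replicates 1 and 3 and smaller for replicate 2 (163.5 against 171.8 Mb). The 3 pairs of H3K27ac and H3K4 libraries with the same replicate number had a higher mean Jaccard index (0.380) than any of the other ways of matching them (0.354 at most); with 6 matchings in all, such a rank arises by chance in at least 1 of 6.

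Every planned comparison at gene starts was not run, with all its alternatives (other windows around gene starts, other transcript starts, CpG classes, other peak sets at promoters, and stricter protein ratios), nor were the split of the mark overlap by gene starts and the gene start profile of the H3K4 libraries. The depth of 43857209 to 103779079 tags differs between libraries, which limits comparisons of peak numbers between them.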

Other observations

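The tests on peak numbers, on replicate numbers and on the classes of hepatocyte proteins were chosen after the values had been seen.

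H3K27ac replicate 3 had fewer peaks than the other H3K27ac libraries. It held 71289 autosomal peaks covering 70.9 Mb, against 111153 peaks covering 126.6 Mb in replicate 1 and 127096 peaks covering 171.8 Mb in replicate 2. Depth does not account for this, since replicate 3 had 1.19 times the tags of replicate 1 and 0.641 times its peaks. The H3K4 methylation libraries held 164763, 169343 and 198858 peaks covering 153.7, 163.5 and 201.2 Mb. The median peak length was 613, 708 and 559 bp in H3K27ac replicates 1, 2 and 3. No condition separates the replicates, so no biological explanation was tested.

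The reproducible H3K27ac peaks fell mostly into the authors' scores 1 (12287 peaks) and 3 (11467 peaks), with 1899 peaks at score 2. Among the peaks with score 1, 92.5% overlapped a peak of replicate 1 with −log10 q of at least 5, 98.9% one of replicate 2 and 50.3% one of replicate 3, whereas at score 3 the shares were 100%, 100% and 99.9%. The median fold enrichment in the authors' pooled list was 4.82 at score 1 and 11.5 at score 3. At score 2 the shares were 78.9%, 97.3% and 76.8%, with a median fold enrichment of 6.42, so support from replicate 1 was lower there than at score 1. A lack of peaks in replicate 3 at weaker sites thus describes score 1 and leaves score 2 unexplained. For H3K4 methylation, scores 1, 2 and 3 held 16230, 7860 and 13093 peaks, and 85.9% to 96.1% of the peaks with score 1 were supported by each library.

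The headers of the peak lists of replicate 3 name alignments with the number of sample 1 in both marks, which leaves open whether replicate 3 is a further library of the sample behind replicate 1. Among the 20000 strongest peaks, the Jaccard index of replicates 1 and 3 minus that of replicates 1 and 2 was -0.15 for H3K27ac and -0.0031 for H3K4 methylation. Other measures differed between the marks. The mean share of peaks shared was 74.7% for replicates 1 and 3 and 84.3% for replicates 1 and 2 for H3K27ac. For H3K4 methylation it was 72.2% and 69.0%, the other way. The index divided by its shuffled value was 41.2 and 41.0 for H3K27ac, nearly equal, and 35.7 and 39.6 for H3K4 methylation. These values leave the question open. The same-numbered libraries of both marks had a mean Jaccard index of 0.380, the highest of the 6 ways of matching them, also with the 20000 strongest peaks (0.280 against at most 0.263). This would follow if a number marked 1 sample in both marks, but 6 matchings are too few to tell it from chance.

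The 3 reproducible H3K27ac peaks with the highest fold enrichment in the pooled list lie on chromosome 7 from 30322983 to 30326660 (26.0-fold), chromosome 6 from 12010431 to 12013954 (25.5-fold) and chromosome 20 from 49544987 to 49549025 (25.3-fold). For H3K4 methylation they lie on chromosome 2 from 27069048 to 27073275 (11.3-fold), chromosome 7 from 158378248 to 158381787 (10.8-fold) and chromosome 6 from 7725663 to 7729813 (10.7-fold). The files do not name the build of these positions, which is not GRCh38, and no gene was assigned to them.

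In the paper's Supplementary File 3, the proteins with the highest PD to control ratio in the appendix include GSTA2, FTCD, CPS1, BHMT, ABAT, ADH1A and GATM, with the paper's log2 ratios from 2.37 to 4.39. The 10 with the lowest are PDXK, CKB, CDH17, DSTN, KPNB1, ELANE, GBE1, ACTR1B, ATIC and OTUB1, from -3.07 to -2.50. Several of the proteins with the highest ratio are enzymes abundant in liver. Of the 24 genes of the hepatocyte list, none of which is on another list, 10 are among the 904 genes of the appendix sheet, with a median log2 ratio of 0.58 against -0.43 for the whole sheet. This lies at the 99.97th percentile of random lists, and at the 99.3rd with at least 10 peptide spectrum matches. These ranks are not independent of the observation, since the list was written after the top of the sheet had been read, and FTCD and BHMT belong to both. Without the 20 highest proteins of the sheet, a setting chosen after seeing the data, the 7 members left had a median of 0.45, at the 99.5th percentile. Of these 7, 5 are secreted plasma proteins and only HPD and ADH4 are intracellular enzymes, so this rank does not test the raised enzymes by themselves. The 2 kidney proximal tubule members, GATM and DPYS, had a median of 2.26 at the 99.95th percentile (99.91st with at least 10 matches), but both are among the 20 highest and GATM is among those named above, so this rank has the same limit and no member is left to test the kidney list without them. The 5 intracellular enzymes of the list (ARG1, BHMT, FTCD, HPD and ADH4) are all higher in PD, with a median of 2.13 and a range from 0.45 to 3.64. Its 5 secreted plasma proteins (AHSG, FGA, HP, TF and HPX) range from -0.51 to 0.70 with a median of -0.21; 2 of them are higher in PD, so they decide nothing about blood plasma as a source. The 4 enterocyte markers listed are all lower, with a median of -0.76, but this lies at the 14.7th percentile of random lists (39.5th, with 2 members, when at least 10 matches were required) and does not exclude small intestinal epithelium. Proteins of the liver, of the kidney, of blood plasma or of small intestinal epithelium cannot be told apart as sources of the raised enzymes. The table gives 1 ratio for 3 PD and 3 control individuals and no value per individual, so a difference carried by 1 specimen, or a change of expression in PD, was not tested. The sheet holds only altered proteins, and 14 of the 24 hepatocyte genes, that of albumin included, are not on it.

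Of the other lists in the appendix, the 3 enteric neuron and glia members had a median of 0.40 (92.8th percentile), the 5 smooth muscle members -0.45 (46.0th percentile) and the 2 colonic epithelium members -1.30 (4.86th percentile); no B cell, T cell or skeletal muscle marker was listed. In the ileum sheet of the same file, the hepatocyte list had a median of 0.36 (99.0th percentile), with 10 of its 11 members secreted plasma proteins. There the smooth muscle list had a median of 0.60 (99.8th percentile), colonic epithelium -0.82 (1.98th percentile), small intestinal enterocytes -0.54 (12.5th percentile), enteric neurons and glia -0.02, and the single kidney member 0.22.

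In the paper's Supplementary File 4, the log10 change of LCA in the appendix corresponds to an 18.7-fold increase and that of DCA to a 5.55-fold increase; the LCA group is listed there at 7.25-fold (the paper's p = 0.0361). For the ileum the file lists LCA itself at 2.65-fold (the paper's p = 0.0925), the LCA group at 3.55-fold (the paper's p = 0.0225) and DCA at 1.86-fold (the paper's p = 0.502). In the paper's Supplementary File 2, 4 genera that the text describes as decreased in the PD appendix have mean counts that go both ways. They are lower in PD for Escherichia (108.2 against 1290.5 in controls) and unclassified Sutterellaceae (0 against 240.8), and higher for Odoribacter (430 against 381.2) and Clostridium (304.8 against 278.4). The paper's test was a zero-inflated model with covariates on scaled counts, so these means are not the quantity it tested.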
